A study of Mus musculus with 54 samples.

How the data were processed

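Gene expression was measured in 54 libraries of primary microglia from C57BL/6 mice. The cells had been grown on an astrocyte layer from neonatal brains and shaken off it, per the labels' protocols. Donor cultures received fluorescently labelled alpha-synuclein (aSyn), acceptor cultures received a violet cell dye, and the populations were mixed for 15, 30, 60, 150 or 300 min and separated again by flow cytometry. Libraries were made with QuantSeq forward chemistry, which primes at the poly(A) tail and yields reads near the 3′ end of each transcript, and were sequenced as 50 bp single reads on an Illumina HiSeq2500, per the labels' protocols. 

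The authors deposited raw read counts per gene symbol for all 54 libraries, per the file headers. The table lists 16632 genes, and the smallest total of any listed gene over all libraries is 10 counts. Aligner, counting program, genome build, annotation and use of strand are not stated in the headers or labels, so no coordinates are given. The authors also deposited a normalized signal for the same genes and libraries, named in the file headers as DESeq2 normalized data. This normalized signal was checked against the deposited counts: 100% of its values equalled the count divided by the library's median-of-ratios size factor, within rounding to 1 decimal. The size factors ranged from 0.634 to 1.34 and rested on the 10900 genes with counts in every library. The normalized signal was used for that check only, and all tests started from the counts.

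Samples were assigned to 14 groups from their group label, and the replicate number in each title was taken as the number of the experiment. The labels give experiment 1 passage 3, experiment 2 passage 1, and experiments 3 and 4 passage 2. Experiment 4 carries facility numbers from 110050 to 110063, apart from the other 3 experiments, whose numbers run from 108934 to 108979, so experiment 4 forms a separate library batch. It has 1 library in most groups, and no comparison could be tested within it alone. The values without experiment 4 are therefore the within-batch values for the other 3. Among the 6 untreated libraries, the numbers 2 and 4 each occur in a pair. A chi-square test over genes with at least 20 counts in the pair gave 12.1 and 10.3 per degree of freedom for the same-numbered pairs and between 24.2 and 288 for other pairs of untreated libraries. The same-numbered pairs thus differed by more than sampling noise but by less than libraries of separate experiments, and their counts were summed, which leaves 4 untreated units and 52 units in all.

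Groups were compared with edgeR (version 4.0.16), using TMM normalization, filterByExpr by group with a minimum count of 10, and the quasi-likelihood F test in a group-means design fitted to all 14 groups. The filter left 13169 genes. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05. There were 19 pairwise comparisons and 3 F tests of change over the co-culture times. Replicate numbers are shared across groups in the labels, and that is where the pairing comes from. Same-numbered libraries deviated together from their group means: the mean correlation across genes was between 0.34 and 0.59 in the 19 comparisons. For different numbers it was -0.18 to -0.12, which follows from centring on group means and is no independent contrast. Because same-numbered libraries deviated together, each result is given without and with the replicate number as a block. Standard errors of log2 fold changes were taken from the fold change and its quasi-likelihood F statistic.

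Expression is given as CPM from edgeR's cpm function on TMM-scaled library sizes, as mean ± SD over experiments. A gene with at most 3 counts in every library of a group was treated as being at the floor, which corresponds to between 0.19 and 0.38 CPM of the library totals, and a fold change against such a group is given as a lower bound. The labels state no molecular identifiers, so intervals and floors cover counting error only. Library totals were between 7807389 and 15537493 counts.

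The 8 gene sets (24 to 67 tested genes each) were written before the data were examined and tested with camera in limma (version 3.58.1) at an inter-gene correlation of 0.01. This correlation was set and not estimated, so camera p-values do not reflect how far the genes of a set moved together between experiments. An aSyn score was computed for each library as the mean log2 CPM (prior count 2) of the 100 genes with the smallest p-value among those higher in aSyn-treated than in untreated cells, minus that of the 100 among those lower. Genes were ranked in a fit without the experiment the library belongs to. Scores were compared with two-sided exact permutation tests and with exact sign-flip tests of same-numbered differences, and 14 such comparisons were adjusted together.

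Genes were named by a rule fixed before the data were examined. Among genes called without the block and changed in the same direction in every same-numbered pair, the rule takes the 5 largest rises and the 5 largest falls by log2 fold change in aSyn-treated against untreated cells. In 5 other comparisons it takes the 3 largest rises and the 3 largest falls each, and in each F test it takes the 5 genes with the smallest p-value. The 5 comparisons are donors at 0 and 300 min against aSyn-treated cells, acceptors at 0 and 300 min against untreated cells, and donors against acceptors at 300 min. Markers of cell types, 18 in number, were fixed as additional checks. Other genes are said to have been chosen after their values were seen. Overlaps with neighbouring genes were looked up in the Gencode vM21 annotation, which contains all 43 genes looked up. That annotation may differ from the one the authors counted with.

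The alternatives were the replicate block, DESeq2 (version 1.42.0) with its own size factors, RLE size factors, no filter on low counts, fits of only the groups compared, the 6 untreated libraries entered separately, other sizes and rankings of the score, a higher inter-gene correlation, and leaving out each experiment in turn. The tests were run on simulated counts with 200 changed genes: the quasi-likelihood test recovered 82% of them, and 4.1% of its 171 calls were false. With simulated differences between experiments, the blocked fit recovered 95.5% with 4.5% false calls and the unblocked fit recovered 83% with 0.6% false calls. DESeq2 was run only on the counts simulated without differences between experiments. There it recovered 85.5%, and 10.9% of its calls were false. All fits were run in R 4.3.3. All columns of both tables were used.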

Results

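RNA of primary mouse microglia, the resident immune cells of the brain, was counted in 54 libraries. Untreated cells gave 6 libraries from 4 experiments, and cells exposed to aSyn without co-culture gave 4. Co-cultured donors, which had received aSyn, and acceptors, which had not, were sorted apart at each time. There were 3 donor and 3 acceptor libraries at 0 min and 4 of each at 15, 30 and 150 min. At 60 min there were 3 donor and 4 acceptor libraries, and at 300 min 4 donor and 3 acceptor libraries. Total counts ranged from 7807389 to 15537493 with a median of 13036175.5, and between 13330 and 14653 genes had counts in a library. The 10 genes with the most counts held 13.9 to 23.3% of all counts in experiments 1 to 3 and 26.2 to 32.6% in experiment 4. The ribosomal RNA precursor Rn45s took 18.2% of counts on average in experiment 4 and 6.60% in the others.

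Experiments differed more than groups. The first 3 principal components of log2 CPM held 24.5%, 18.8% and 10.96% of the variance. The experiment accounted for 70.9%, 57.9% and 71.8% of the variance along them, and the group for 23.5%, 27.9% and 23.3%. Over 13169 genes the group accounted for 26.9% of the variance and the experiment for 39.1%. The edgeR biological coefficient of variation was 38.1% without the replicate block and 20.97% with it.

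**Figure D1:**
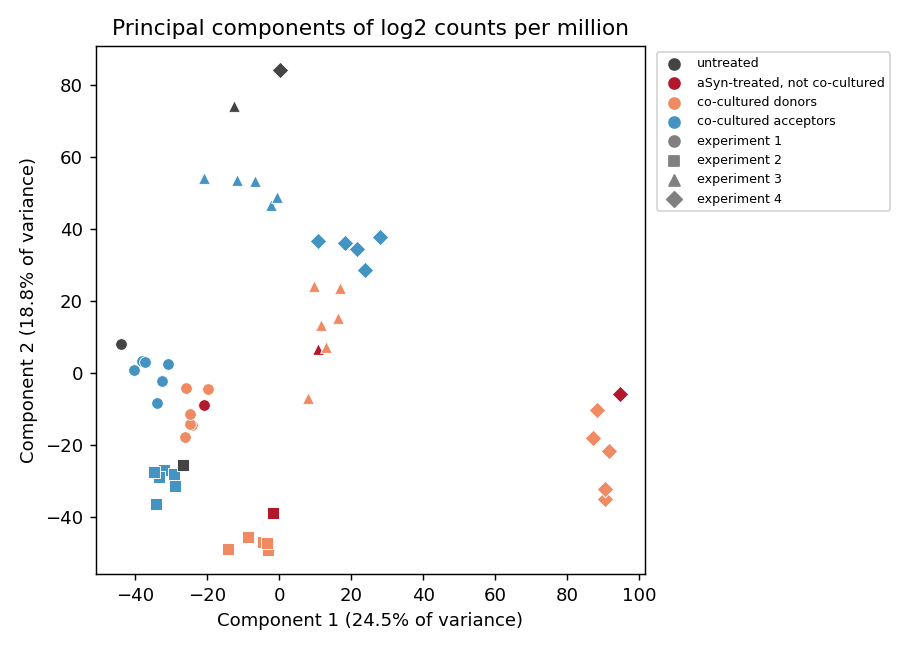
First and second principal components of log2 CPM for the 52 units, with color for the population and marker shape for the experiment. Components 1 and 2 hold 24.5% and 18.8% of variance. Units of experiment 4 range from 0.164 to 94.6 along component 1 and from -35.0 to 84.04 along component 2, with its donors and aSyn-treated cells at the high end of component 1.

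The comparison of aSyn-treated with untreated cells asked what exposure to aSyn alone changed. The edgeR quasi-likelihood test called 329 of 13169 genes at a Benjamini-Hochberg adjusted p-value under 0.05, 211 higher and 118 lower in aSyn-treated cells, and 2254 genes had an unadjusted p-value under 0.05. With the replicate block, 2524 genes were called, 1178 higher and 1346 lower, and these included all 329. By ratio the count moved most in a fit of only the groups compared, which called 37 genes, 35 of them among the 329. The mean r of same-numbered libraries was at least 0.34 in each comparison, with single pairs as low as 0.199. The value for different numbers, at most -0.12 on average, follows from centring on group means. Without experiment 4, 301 genes were called, 209 higher and 92 lower, and 194 of them were among the 329. Of the 329 genes, 127 were more than 2-fold higher and 61 more than 2-fold lower.

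Among genes chosen by the rule, 3 of the 5 largest rises were from a floor in untreated cells. Bmp8a reached 2.95 ± 2.88 CPM (SD, n = 4) in aSyn-treated cells and at most 1 count in untreated libraries, at least 14.7-fold higher (edgeR adjusted p 0.0198). Ocstamp reached 4.28 ± 3.13 CPM (SD, n = 4), at least 21.3-fold higher (edgeR adjusted p 0.00295), and Treml4 0.579 ± 0.587 CPM (SD, n = 4), at least 2.88-fold higher (edgeR adjusted p 0.0148). These bounds are for group means and do not hold in each experiment. In aSyn-treated libraries Bmp8a ranged from 2 counts (0.17 CPM, experiment 4) to 83 (6.60 CPM, experiment 3), and Treml4 from 1 to 19 counts. Cxcl3 was 14.0 ± 11.3 CPM against 0.397 ± 0.341 (SD, n = 4 each), a log2 fold change of 5.12 (SE 1.37, edgeR adjusted p 0.0313). Pla1a rose by 5.05 (SE 1.44, edgeR adjusted p 0.0482), from 0.0797 ± 0.104 to 3.07 ± 4.36 CPM (SD, n = 4 each). With the replicate block the edgeR adjusted p-values of these 5 genes were between 4.13e-06 and 0.00232. Without experiment 4, Treml4 (edgeR adjusted p 0.0841) and Pla1a (0.202) were not called. Leaving out experiment 1, 2 or 3 weakened more of the named genes than leaving out experiment 4, as given below.

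Hes5 had at most 2 counts in aSyn-treated libraries and 6.75 ± 8.63 CPM (SD, n = 4) in untreated cells, at least 28.9-fold lower (edgeR adjusted p 0.0231), and it overlaps a gene on the opposite strand. Its counts in untreated units ranged from 4 to 496, so this bound for the group mean does not hold in each experiment. Zbtb16 fell from 4.90 ± 2.40 to 0.360 ± 0.259 CPM (SD, n = 4 each), a log2 fold change of -3.72 (SE 0.73, edgeR adjusted p 0.00224). Nanos1 fell from 103 ± 58.05 to 13.2 ± 8.55 CPM (SD, n = 4 each), a log2 fold change of -2.96 (SE 0.68, edgeR adjusted p 0.00899). Cdca7 fell from 5.50 ± 2.83 to 0.847 ± 0.213 CPM (SD, n = 4 each), a log2 fold change of -2.68 (SE 0.57, edgeR adjusted p 0.00442). Pcdhga11, with a log2 fold change of -3.70 (SE 1.03, edgeR adjusted p 0.0390), overlaps 25 genes on its strand, so its identity is uncertain. With the replicate block these 5 genes had edgeR adjusted p-values between 2.27e-05 and 0.00254. Hes5 (edgeR adjusted p 0.111) and Pcdhga11 (0.107) were not called without experiment 4. Adgre5, chosen after its values were seen, was 81.1 ± 8.25 CPM against 3.04 ± 0.621 (SD, n = 4 each), a log2 fold change of 4.75 (SE 0.29, edgeR adjusted p 1.91e-15, with the replicate block 5.76e-22). It overlaps the microRNA gene Mir1668 on its strand and Ddx39 on the opposite strand, whose log2 fold change was 0.46 (SE 0.24, edgeR adjusted p 0.322).

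None of the 18 cell-type markers was called without the block. Unadjusted edgeR quasi-likelihood p-values were under 0.05 for Aldoc (0.00451), Slc1a3 (0.0283) and S100b (0.0292). With the replicate block, 6 were. Tmem119 was higher, with a log2 fold change of 0.95 (edgeR adjusted p 0.0217). Cx3cr1 (-1.90, edgeR adjusted p 0.00331), Gfap (-2.30, 0.0153), Aqp4 (-2.78, 0.0442), Slc1a3 (-2.07, 0.00655) and Aldoc (-1.72, 0.0132) were lower. Cx3cr1 overlaps a gene on the opposite strand. Fewer astrocytes in treated dishes are not ruled out as a source of part of the falls in this comparison, as given below.

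Gene sets in the same comparison were tested with camera, which moved 4 of the 8 sets, and 5 with the replicate block. The NF-kB inflammatory set had a median log2 fold change of 1.42 (adjusted p 9.27e-13) and 1.27 with the block (7.34e-18). Of its 38 genes, 26 were called when adjusted over the list alone, 25 of them higher, and 7 when adjusted over all genes. The immediate early set had a median of 0.95 (adjusted p 1.70e-10) and 0.80 with the block (8.10e-09), with 10 of 34 genes called over the list alone and 7 over all genes. The NRF2 oxidative stress set had a median of 0.78 (adjusted p 3.00e-09) and 0.70 with the block (1.10e-16), with 8 of 30 genes called over the list alone and 3 over all genes. The cell cycle set had a median of -1.18 (adjusted p 2.13e-18) and -1.53 with the block (4.48e-27), with 15 of 40 genes called over the list alone and 5 over all genes. In the blocked fit 30, 14, 22 and 38 genes of these 4 sets were called over the lists alone and 28, 13, 20 and 37 over all genes. Without experiment 4 the medians of these sets were 0.85, 0.68, 0.63 and -0.94. In that fit the OXPHOS (0.08, adjusted p 0.0265) and lysosome (0.07, 0.0294) sets also passed, and the interferon-stimulated median was -0.47 (0.135). The interferon-stimulated set passed with the block only (median 0.29, adjusted p 0.0155), and its 4 per-experiment medians were 0.60, -1.20, 0.24 and 1.77. The pairing check for these libraries is the mean correlation of same-numbered libraries given above, at least 0.34.

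Donors against aSyn-treated cells asked what co-culture changed in cells that carried aSyn, together with sorting if the aSyn-treated cells were not sorted. The labels give no time for aSyn-treated cells and list none kept without co-culture for 15 to 300 min. Time since aSyn exposure can therefore not be told apart from co-culture. Whether untreated and aSyn-treated cells were sorted is not stated in the labels. At 0, 15, 30, 60 and 150 min the edgeR test called 0 genes, with or without the replicate block. Unadjusted p-values under 0.05 were found for 2.61, 1.02, 1.06, 2.10 and 0.904% of the 13169 genes without the block and for 725, 435, 410, 719 and 406 genes with it. At 300 min, 4 genes were called, all lower in donors, and 366 had an unadjusted p-value under 0.05. The fit with the replicate block called 40 genes at 300 min, 3 higher and 37 lower. Without experiment 4, 3 were called. For the pairing, mean correlations of same-numbered libraries were at least 0.34.

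Klf2 was 21.3 ± 10.2 CPM in donors at 300 min against 132 ± 49.6 in aSyn-treated cells (SD, n = 4 each), a log2 fold change of -2.63 (SE 0.41, edgeR adjusted p 0.00173, with the replicate block 2.49e-05). Wee1 was 4.75 ± 2.02 against 13.2 ± 2.93 CPM (SD, n = 4 each), a log2 fold change of -1.47 (SE 0.27, edgeR adjusted p 0.0166, with the block 2.49e-05), and was not called without experiment 4 (0.2202). Cxcr4 was 72.0 ± 10.2 against 158 ± 31.9 CPM (SD, n = 4 each), a log2 fold change of -1.13 (SE 0.22, edgeR adjusted p 0.0277, with the block 0.00600). The fourth gene, Mtmr10, was chosen after its values were seen and fell by 0.88 on the log2 scale (SE 0.17, edgeR adjusted p 0.0168, with the block 0.00293). Mtmr10 overlaps 2 genes on the opposite strand and was not called without experiment 4 (edgeR adjusted p 0.0996).

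In the same comparison at 300 min, camera moved 5 sets, and 6 with the replicate block. The immediate early set had a median log2 fold change of -0.78 (adjusted p 4.46e-25) and -0.81 with the block (3.51e-23), and 1 of its 34 genes had a positive change. Of these, 5 were called over the list alone and 1 over all genes, against 16 and 5 with the block. The medians of the NF-kB (-0.08, adjusted p 0.0177), interferon-stimulated (0.18, 0.0431), OXPHOS (0.07, 0.00851) and cholesterol synthesis (0.22, 0.00851) sets were small, and 0 genes of these 4 sets were called, with or without the block. Under the replicate block, these adjusted p-values were 0.00196, 0.0301, 3.98e-04 and 0.00152. Mean same-numbered correlations were at least 0.34. Without experiment 4 the immediate early median was -0.80, and 6 sets passed.

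Before 300 min, camera found the immediate early set higher in donors than in aSyn-treated cells at 15, 30 and 60 min, with medians of 0.35, 0.47 and 0.23 (adjusted p 5.74e-08, 2.47e-09 and 0.0186), and lower at 150 min, with -0.40 (1.95e-10). The replicate block gave medians of 0.46, 0.47, 0.21 and -0.35 (adjusted p 6.83e-08, 2.01e-09, 0.0307 and 8.21e-11), and at 0 min the set passed with the block only (0.24, 0.0303). Without experiment 4 the medians were 0.51, 0.52, 0.08 and -0.38, and the set did not pass at 60 min (0.319). Among the other 7 sets, the lysosome set at 0 min (median 0.13, adjusted p 0.00379) and the OXPHOS set at 60 min (-0.08, 0.00420) passed, and neither did without experiment 4 (0.245 and 0.207). In that fit the NF-kB set passed at 15 min (0.15, 0.0193) and 30 min (0.20, 0.00364), and the OXPHOS set at 0 min (-0.10, 0.00126) and 15 min (-0.06, 0.0196). With the block the interferon-stimulated (-0.37, 1.50e-04) and lysosome (0.05, 0.0303) sets at 0 min passed, and the OXPHOS set at 0, 15, 30 and 60 min, with medians between -0.10 and -0.05. The per-experiment interferon-stimulated medians at 0 min were -0.11, -0.16 and -0.02, each smaller in size than -0.37. Donors at 0 min lack experiment 4, and without it the set did not pass (-0.10, 0.448). The pairing check is again a mean correlation of at least 0.34.

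Acceptors against untreated cells asked whether cells that had not been given aSyn changed in co-culture. The labels list no untreated cells kept apart for the same times, so elapsed time cannot be told apart from co-culture. At 0, 15, 30, 60, 150 and 300 min the edgeR test called 0, 0, 15, 9, 18 and 0 genes, with unadjusted p-values under 0.05 for 749, 839, 966, 1004, 1082 and 721. The 15 genes at 30 min were 11 higher and 4 lower, the 9 at 60 min 7 and 2, and the 18 at 150 min 10 and 8. The blocked fit called 131, 296, 474, 527, 630 and 82 genes, with the replicate number as the block. Mean same-numbered correlations were at least 0.34 here too. Without experiment 4 the counts were 2, 4, 29, 5, 17 and 0. Of the 329 genes called between aSyn-treated and untreated cells, 8, 6 and 12 were also called at 30, 60 and 150 min, all in the same direction. Both comparisons use the same untreated units, so their fold changes share those units' deviations and the directions are not independent.

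Cxcr4 and Skil in acceptors were chosen after their values were seen. Cxcr4 was 177 ± 37.4 CPM at 60 min against 70.6 ± 18.8 in untreated cells (SD, n = 4 each), a log2 fold change of 1.33 (SE 0.22, edgeR adjusted p 0.00691, with the replicate block 3.01e-04). Skil was 117 ± 48.5 CPM at 150 min against 38.3 ± 16.3 (SD, n = 4 each), a log2 fold change of 1.61 (SE 0.23, edgeR adjusted p 1.45e-04, with the block 4.74e-06). At 60 min its log2 fold change was 1.20 (SE 0.23, edgeR adjusted p 0.0199), and without experiment 4 it was 1.00 (0.0666).

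In acceptors at 300 min, camera moved 3 sets without and with the replicate block. The NF-kB set had a median log2 fold change of 0.73 (adjusted p 1.90e-09) and 0.56 with the block (1.95e-11). The NRF2 set had 0.37 (8.90e-06) and 0.34 with the block (5.84e-12), and the cell cycle set had -0.50 (8.90e-06) and -0.56 (6.77e-11). Of these genes 0, 1 and 2 were called over the lists alone, and 0 over all genes. The blocked fit called 17, 7 and 8 over the lists alone and 2, 3 and 5 over all genes. Without experiment 4, the NF-kB median was 0.03 (adjusted p 0.712) and the NRF2 median 0.09 (0.282), and neither set passed. That fit has no block and leaves only experiments 1 and 2 in acceptors at 300 min. Their medians were split, 0.32 and -0.10 for NF-kB and -0.03 and 0.18 for NRF2. The medians of experiment 4 were 2.24 and 0.60, so its 1 acceptor library carried most of both results. The results were therefore not found within the batch of experiments 1 and 2, but so few libraries cannot exclude a change there. Mean same-numbered correlations were at least 0.34. The interferon-stimulated set was lower in acceptors from 0 to 150 min, with medians of -0.92, -0.94, -1.04, -0.88 and -0.66, and -0.94, -0.82, -0.99, -0.75 and -0.45 with the block. Per-experiment medians were split at 150 min (0.15, -1.28, -0.38 and 0.06) and at 300 min (0.49, -0.90 and 0.94). At 300 min the set did not pass (median -0.18, adjusted p 0.271, with the block -0.04, 0.174), and its camera direction was upward.

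At 15, 30, 60 and 150 min, camera also found the immediate early set higher in acceptors than in untreated cells, with medians of 0.32, 0.50, 0.54 and 0.30 (adjusted p 1.42e-05, 1.05e-10, 2.37e-09 and 0.0239). Under the replicate block they were 0.34, 0.41, 0.54 and 0.22 (1.70e-05, 1.14e-09, 2.94e-08 and 0.0591), and without experiment 4 they were 0.12, 0.23, 0.17 and -0.08 (0.00286, 3.04e-04, 5.83e-04 and 0.942). At these 4 times the NF-kB set had medians of 0.47, 0.39, 0.64 and 0.85 (adjusted p at most 7.57e-04), 0.40, 0.41, 0.55 and 0.75 with the block (at most 6.30e-05), and 0.15, 0.19, 0.32 and 0.48 without experiment 4 (at most 0.0107). The NRF2 set had 0.26, 0.22, 0.16 and 0.43 (at most 4.06e-04), 0.17, 0.19, 0.15 and 0.23 with the block (at most 9.56e-06), and 0.16, 0.17, 0.11 and 0.14 without experiment 4 (at most 0.0133). The cell cycle set had -0.65, -0.56, -0.75 and -0.65 (at most 5.66e-06), -0.70, -0.54, -0.70 and -0.67 with the block (at most 1.95e-08), and -0.52, -0.52, -0.70 and -0.48 without experiment 4 (at most 4.33e-04). Experiment 2 went the other way in immediate early medians (-0.04, -0.06, -0.08 and -0.35). It also did in cell cycle medians (0.16, 0.19, 0.07 and 0.07). Its NF-kB medians were -0.16 and -0.15 at 15 and 30 min. In experiment 1 the NRF2 medians were -0.04, -0.01, -0.07 and -0.12. Other per-experiment medians had the direction of the set, except 0 for the immediate early set in experiment 1 at 150 min. At 0 min the NRF2 (0.20, adjusted p 0.00566, with the block 0.29, 1.16e-09) and cell cycle (-0.51, 4.72e-06, with the block -0.71, 4.54e-14) sets passed, and the NF-kB set passed with the block only (0.35, 3.30e-05). Without experiment 4 the NRF2 (0.24, 1.29e-04) and cell cycle (-0.48, 1.29e-04) sets passed at 0 min, and the NF-kB set did not (0.03, 0.448). Per-experiment medians at 0 min were 0.48, -0.26 and 0 for NF-kB and -0.56, 0.03 and -0.80 for the cell cycle. The lysosome set had medians of 0.09, 0.07, 0.10, 0.10 and 0.08 from 0 to 150 min (adjusted p 0.0310, 0.0563, 0.00669, 0.00155 and 0.0267). Blocked adjusted p-values were 0.382, 0.0260, 0.00222, 6.40e-04 and 0.0185, and those without experiment 4 were 0.153, 0.0706, 0.0105, 0.00494 and 0.0205. The cholesterol synthesis set was lower at 150 min (-0.26, adjusted p 0.0136, with the block -0.27, 0.00493, without experiment 4 -0.21, 0.0199), and the OXPHOS set passed at 15 min with the block only (-0.06, 0.0260). As above, same-numbered libraries had mean correlations of at least 0.34.

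Donors against acceptors asked how the populations differed while in contact. The edgeR test called 33, 117, 106, 55, 22 and 4 genes at 0, 15, 30, 60, 150 and 300 min. Of these 25, 90, 73, 44, 17 and 4 were higher in donors. Blocking on the replicate number gave 564, 1260, 1416, 882, 684 and 182 genes, including all the former. Here too the mean correlation of same-numbered libraries was at least 0.34. Without experiment 4, which has no library at 0 min and enters there only through the shared fit, 180 genes were higher and 61 lower at 0 min, and the counts from 15 to 300 min were 152, 179, 80, 29 and 4. Of the 329 genes called between aSyn-treated and untreated cells, 24, 75, 67, 36, 14 and 3 were also called here, all in the same direction. Called here or not, 329 of them had the same direction at 15 min and 297 at 300 min. Fewer calls at 300 min, where acceptors have 3 libraries, thus do not mean that the difference was gone. In camera the cell cycle set was lower in donors at all times (adjusted p at most 1.91e-06). Its medians from 0 to 300 min were -0.53, -0.62, -0.78, -0.51, -0.82 and -0.80. They were between -0.95 and -0.73 with the block and between -0.67 and -0.25 without experiment 4. The NF-kB median was 1.51 at 15 min and 0.55 at 300 min (adjusted p 2.10e-11 and 0.0460).

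**Figure D2:**
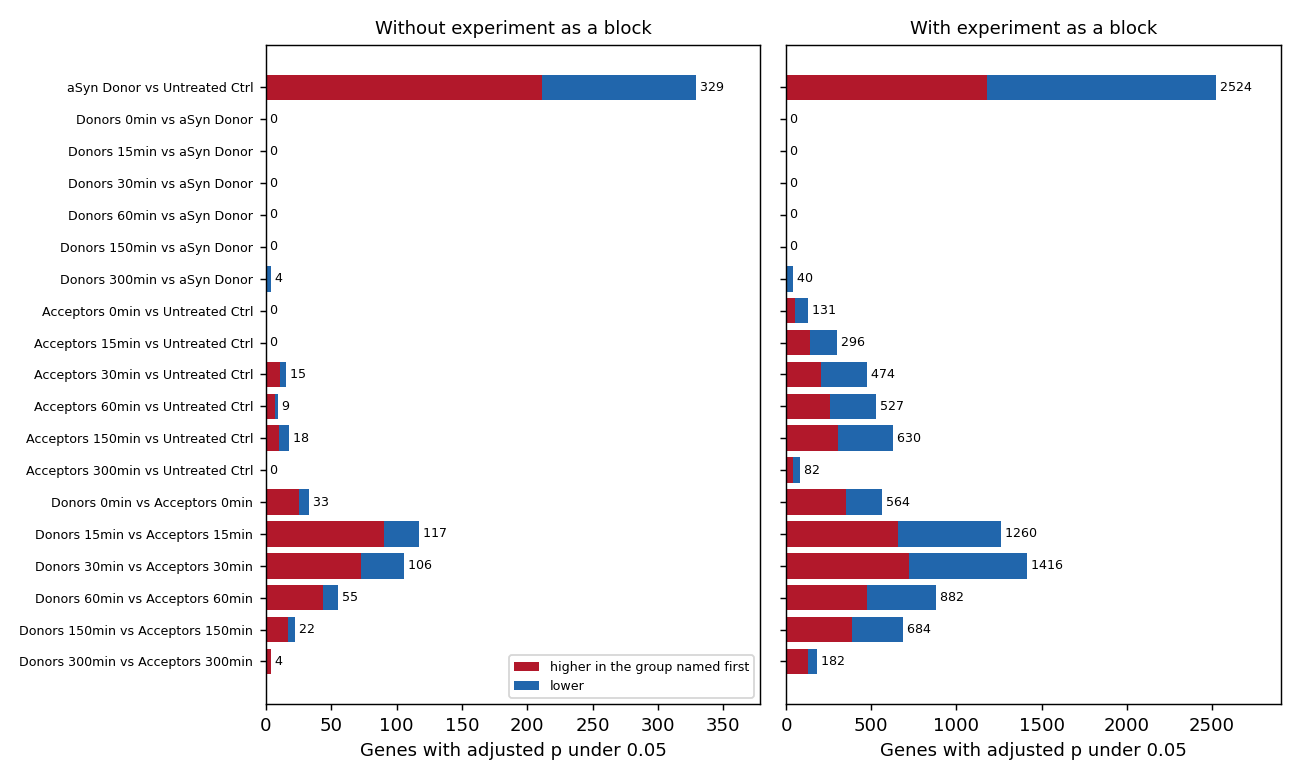
Number of genes with an adjusted p-value under 0.05 in each of 19 comparisons, without (left) and with (right) the experiment as a block, with separate horizontal scales and colors for direction. Donors against acceptors fell from 117 genes at 15 min to 4 at 300 min without the block and from 1260 to 182 with it. Acceptors have 4 libraries at 15 min and 3 at 300 min, so these counts do not have equal power.

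At 300 min, Adgre5 was 41.5 ± 12.9 CPM in donors (SD, n = 4) and 2.29 ± 0.429 in acceptors (SD, n = 3), a log2 fold change of 4.18 (SE 0.33, edgeR adjusted p 1.17e-11, with the replicate block 1.29e-16). Slc13a3 was 45.1 ± 18.9 (SD, n = 4) against 3.76 ± 0.767 CPM (SD, n = 3), a log2 fold change of 3.58 (SE 0.63, edgeR adjusted p 0.00540, with the block 1.28e-09). Nr1h3, which overlaps a gene on its strand, was 30.6 ± 3.76 (SD, n = 4) against 6.43 ± 2.01 CPM (SD, n = 3), a log2 fold change of 2.24 (SE 0.42, edgeR adjusted p 0.0142, with the block 0.00150). Itga9, chosen after its values were seen, had a log2 fold change of 1.74 (SE 0.31, edgeR adjusted p 0.00540, with the block 0.00150). Without experiment 4, Slc13a3 (edgeR adjusted p 0.151) and Nr1h3 (0.148) were not called.

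The 3 F tests asked whether donors, acceptors or the difference between them changed from 15 to 300 min. In donors, 8 genes were called by the edgeR F test and 2.03% of all genes had an unadjusted p-value under 0.05, against 69 called with the replicate block and 30 without experiment 4. In acceptors 0 genes were called (215 unadjusted) and 13 with the block. For the difference, 0 genes were called (102 unadjusted) and 6 with the block. Mean same-numbered correlations were at least 0.34. Largest log2 differences from 15 min were -3.14 for Klf2 (edgeR adjusted p 4.24e-05), -1.45 for Cxcr4 (1.70e-04), -2.11 for Fbxo32 (0.00229), -3.40 for Fosb (0.00272) and -1.71 for Wee1 (0.00272). The replicate block gave adjusted p-values between 3.25e-07 and 1.82e-04. Fbxo32 and Dusp1 each overlap a gene on the opposite strand, and Wee1 was not called without experiment 4 (0.110). The other 3 called genes, Rhob, Ier2 and Dusp1, were chosen after their values were seen and fell by 1.74, 1.68 and 1.69 on the log2 scale, with edgeR adjusted p-values of 0.0132, 0.0152 and 0.0240.

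**Figure D3:**
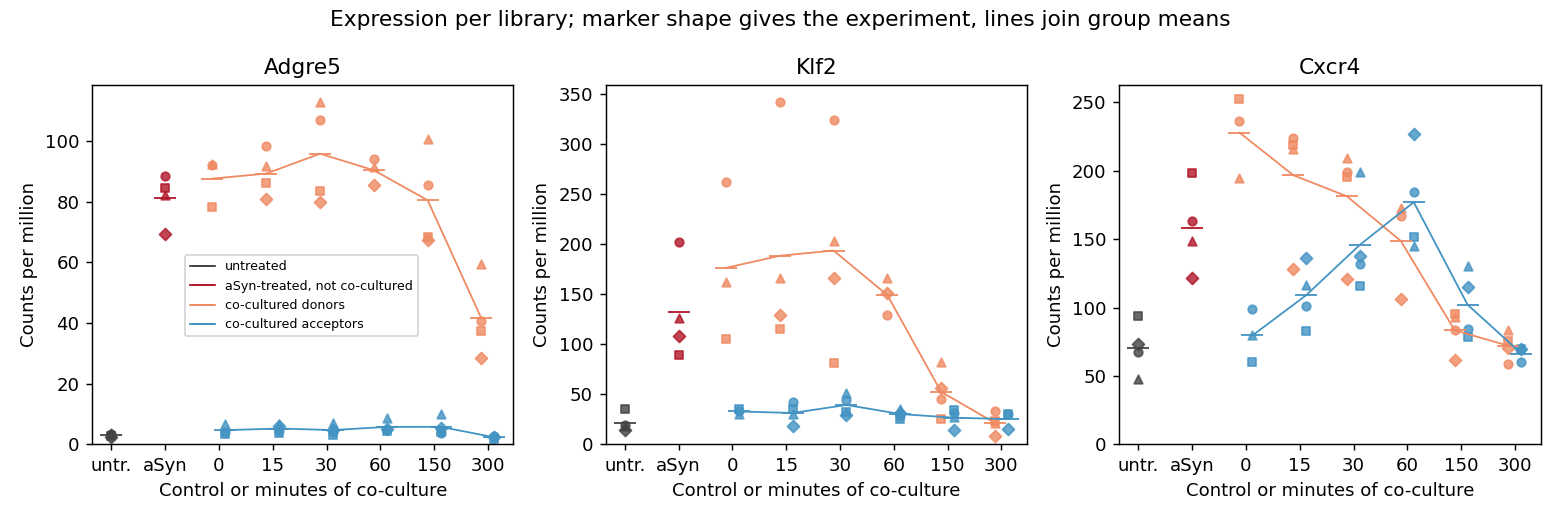
CPM of Adgre5, Klf2 and Cxcr4 in each unit against the control or the minutes of co-culture, with color for the population, marker shape for the experiment and lines through group means. Klf2 in donors fell from a mean of 188 CPM at 15 min to 21.3 at 300 min, and Adgre5 in donors was 41.5 CPM at 300 min against 2.29 in acceptors.

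An aSyn score, ranked without the library's own experiment, asked whether donors moved back towards untreated cells and whether acceptors took on the profile. The score of aSyn-treated cells exceeded that of untreated cells of the same experiment by 2.20 ± 0.66 (SD, n = 4), higher in 4 of 4 experiments (exact permutation p 0.0857, smallest possible 0.0286, adjusted 0.8 over 14 comparisons). Donors exceeded untreated cells by 2.07, 2.38, 2.36, 2.60, 2.17 and 1.76 on average from 0 to 300 min, and acceptors by 0.48, 0.80, 0.83, 1.00, 1.07 and 0.74. These means rest on different experiments, since both populations at 0 min lack experiment 4, donors at 60 min lack experiment 2 and acceptors at 300 min lack experiment 3. Same-numbered differences of donors from aSyn-treated cells were 0.14, 0.17, 0.16, 0.15, -0.03 and -0.44. Scores of different experiments use different gene lists, and offsets between lists enter the permutation tests but not the same-numbered differences. Donors at 300 min were 0.44 below aSyn-treated cells, lower in 4 of 4 experiments (difference -0.44, exact permutation p 0.571, exact sign-flip p of same-numbered pairs 0.125, which is the smallest that 4 pairs allow). Against donors at 15 min the difference was -0.61, lower in 4 of 4 (exact permutation p 0.429, exact sign-flip p 0.125, the smallest possible). Acceptors at 300 min were 0.88 above untreated cells (exact permutation p 0.371), and 0.74 above in same-numbered pairs, higher in 2 of 3 (exact sign-flip p 0.5, smallest possible 0.25). Without experiment 4 these 3 differences were -0.60, -0.73 and 0.58. Leaving out experiment 1 moved the acceptor difference most, to 1.36. At 30, 60 and 150 min acceptors were above untreated cells in 4 of 4 experiments (exact permutation p 0.371, 0.286 and 0.257, exact sign-flip p 0.125 each, the smallest possible, adjusted 0.219), and in 2 of 3 at 0 min and 3 of 4 at 15 min. None of these score comparisons passed 0.05.

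**Figure D4:**
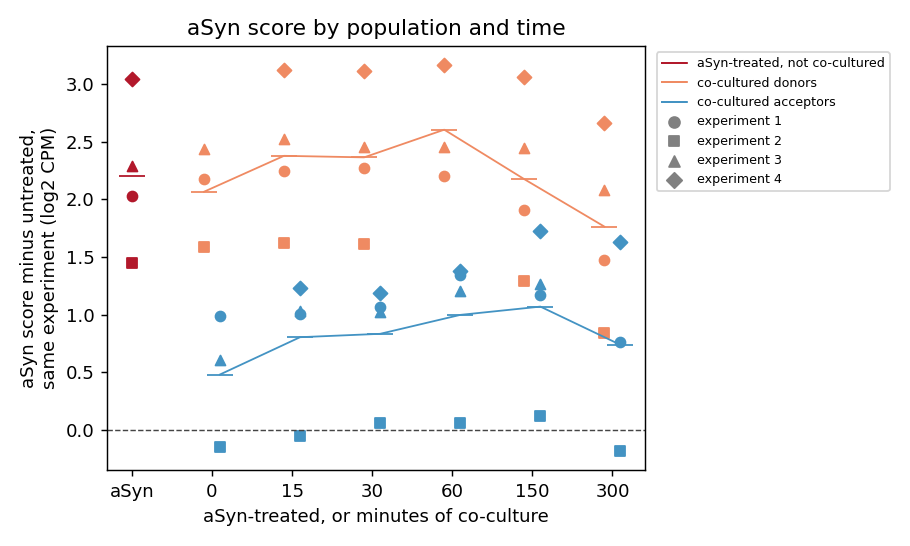
Score of each co-cultured or aSyn-treated unit minus that of untreated cells of the same experiment, in log2 CPM, against the treatment or the minutes of co-culture, with lines through group means and marker shape for the experiment. Donor means lie between 1.76 and 2.60, the latter at 60 min without experiment 2, and acceptor means between 0.48 and 1.07, and acceptors of experiment 2 lie between -0.18 and 0.12.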

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

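The tests of the score by experiment, of its gene list and of the calls without experiment 4 were chosen only after the result was seen, and the others here before. Dixon's ratio picks out about 1 in 20 groups by chance, so 8 groups picked out where chance gives 6 is close to what chance gives. That total does not show their spread: 5 were in experiment 4, the separate library batch, and 0, 2 and 1 in experiments 1, 2 and 3.

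Experiment 4 stood apart in its share of counts held by 10 genes, which was 30.1% against 17.7 to 19.6% in aSyn-treated cells (Dixon ratio 0.851) and 32.6% against 15.6 to 17.3% in donors at 30 min (0.902). With Rn45s left out, experiment 4 stood apart in 0 of these 2 groups, with ratios of 0.405 and 0.433. A candidate explanation is therefore this one ribosomal RNA precursor, which took 13.4 to 22.3% of counts in experiment 4 and 1.42 to 13.5% in the others. Without experiment 4, 301 genes were called between aSyn-treated and untreated cells, and 194 of the 329 genes called with it were among them. This goes against that experiment as the source of most of the calls, but the others of the 329 were not called without it.

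The score of untreated cells in experiment 2 was 1.80, against -1.09 to -0.67 in the others (Dixon ratio 0.852). Experiment 2 also had the highest score in 12 of the 12 other groups that include it, but libraries of one experiment share a gene list ranked without that experiment, so this count does not separate a difference between experiments from an offset of the list. With one list ranked on all experiments, experiment 2 had the highest score in 2 of the 12 groups, and its untreated score was -0.149 against -1.10 to -0.730 in the others (Dixon ratio 0.612). The gene list is therefore a candidate explanation. No biological explanation was tested.

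In aSyn-treated cells Hes5 stood apart in experiment 4 (Dixon ratio 1.00) and Tubb3 in experiment 2 (0.935). The largest count of either gene in these libraries was 6, and counting error at a few counts may explain both. Aqp4 was high in experiment 4 (0.867). Of 5 other astrocyte markers, 2 were highest in that experiment, Gfap with 2.62 CPM against at most 0.159 in the others and Slc1a3 with 8.38 against at most 2.70. Aldoc, Gja1 and S100b were not highest there, so the markers were split, and astrocytes in that dish are not ruled out. No other explanation was tested.

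Cxcr4 in donors at 15 min was low in experiment 4 (Dixon ratio 0.933), and experiment 4 had the lowest Cxcr4 in 4 of 11 other groups. Dusp1 in donors at 15 min was low in experiment 3 (0.837), and experiment 3 had the lowest Dusp1 in 5 of 12 other groups. A shift of an experiment that all groups share was thus not borne out for either gene, and no biological explanation was tested.

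Scores of donors moved in opposite directions at different times relative to aSyn-treated cells of the same experiment: they were higher in 4 of 4 experiments at 15 min and lower in 4 of 4 at 300 min. The difference of 300 from 15 min was -0.61 and has an exact sign-flip p of 0.125, the smallest possible with 4 pairs, so it did not pass. Immediate early genes fell from 15 to 300 min in donors, with medians of -1.55, -1.02 and -1.04 in the experiments with both populations. In acceptors the mean over experiments was -0.26. Handling at the start of co-culture, which acceptors shared, was therefore not borne out as the sole source of the fall, and a response of donors is a hypothesis that may be followed up. Time since aSyn exposure could not be tested apart from co-culture.

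The difference of donors from acceptors changed over time in 6 genes with the replicate block, and in 0 without it (102 at an unadjusted p-value under 0.05). These were Klf2, Fbxo32, Wee1, Skil, Bmt2 and Zyx, chosen after their values were seen. For Klf2 the mean log2 difference was 2.50 at 15 min, higher in 4 of 4 experiments, and -0.38 at 300 min, with edgeR adjusted p 0.0286 with the block and 0.617 without. Times permuted within each experiment gave as many genes in 40 of 40 arrangements without the block, where the real count was 0, so that test says nothing about the 6. For donors alone, 1 of 40 arrangements, the real one, gave as many as the 8 called genes, and for acceptors 40 of 40 gave the 0 found.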

How the results depend on the processing

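All alternatives were chosen before the data were examined except the fits that leave out an experiment while keeping the replicate block and the gene sets before 300 min without experiment 4, which were chosen after seeing the data. Gene sets in donors and acceptors before 300 min are given with the replicate block and without experiment 4 only. Where a result moved, the cause was not tested. Of 260 values that answer a comparison, 159 stayed within 1.5 times the count or, for the scores, kept their direction and side of the threshold, and 101 moved. RLE size factors left all 28 such results in place.

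With the replicate block, 2524 genes were called between aSyn-treated and untreated cells, and 40 between donors at 300 min and aSyn-treated cells. Acceptors against untreated cells gave 131, 296, 474, 527, 630 and 82 genes from 0 to 300 min, and donors against acceptors 564, 1260, 1416, 882, 684 and 182. The F tests gave 69 genes in donors, 13 in acceptors and 6 for the difference. The same fit reversed the direction of 4 results that had not passed: the cell cycle set in donors at 300 min against aSyn-treated cells (median -0.034), the OXPHOS (0.030) and lysosome (-0.0088) sets in acceptors at 300 min, and Aif1 (0.12).

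DESeq2 called 592 genes for aSyn-treated against untreated cells, 1 and 7 for donors at 0 and 300 min against aSyn-treated cells, and 1, 22, 34, 65, 91 and 4 for acceptors against untreated cells. It called 79, 195, 209, 117, 78 and 20 for donors against acceptors and 37, 4 and 3 in the F tests. On counts simulated without differences between experiments 10.9% of its calls were false. It was not run on counts simulated with such differences, so this share may not hold for the real calls. Entering the 6 untreated libraries separately gave 618 genes for aSyn-treated cells and 15, 28, 58, 92 and 6 for acceptors from 15 to 300 min.

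Fits of only the groups compared called 37 genes for aSyn-treated against untreated cells. They called 0 for donors at 300 min against aSyn-treated cells and 0 for acceptors at 30, 60 and 150 min. For donors against acceptors they called 18, 13, 2 and 1 from 15 to 150 min. Without a filter on low counts, acceptors at 150 min had 10 genes, and the cell cycle set in donors at 300 min reversed direction (median -0.093). An inter-gene correlation of 0.05 left 1 set in donors at 300 min.

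Leaving out each experiment in turn gave 73 to 301 genes for aSyn-treated against untreated cells and 1380 to 2101 with the replicate block kept. Of the 329 genes, 47 were called in all 4 fits, 48 in none, and 0 changed direction. Donors at 300 min against aSyn-treated cells had 1 to 3 genes. Acceptors against untreated cells had 0 to 2, 0 to 4, 0 to 29, 0 to 14 and 1 to 17 genes from 0 to 150 min. Donors against acceptors had 2 to 2.4e+02 genes at 0 min, the highest being 180 higher and 61 lower in the fit without experiment 4, which has no library at 0 min and enters only through the shared fit, and then 36 to 152, 19 to 179, 10 to 80, 8 to 29 and 2 to 7 genes from 15 to 300 min. The F tests gave 1 to 30 genes in donors and 0 to 2 in acceptors. Sets passed in 4 to 6 of 8 in aSyn-treated against untreated cells, in 3 to 6 in donors at 300 min and in 1 to 5 in acceptors at 300 min.

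Directions also reversed in some of these fits. Ranges of medians were -0.47 to 0.83 for interferon-stimulated and -0.23 to -0.020 for cholesterol synthesis sets in aSyn-treated cells, and -0.17 to 0.10 for the cell cycle set in donors at 300 min. In acceptors at 300 min they were -0.36 to 0.40 for interferon-stimulated, -0.15 to 0.33 for immediate early, -0.048 to 0.0069 for OXPHOS, -0.079 to -0.015 for lysosome and -0.28 to -0.073 for cholesterol synthesis sets. A median can keep its sign where the camera direction reversed. Ranges of log2 fold changes were -0.24 to 0.57 for Aif1, -0.51 to 0.075 for P2ry12 and -0.23 to 0.037 for Mbp. Of 192 values of sets, 11 were weaker and 11 stronger, and 84 values of named genes were weaker. Of 30 results of named genes, 10 were weaker without experiment 4, against 21, 16 and 21 without experiments 1, 2 and 3. Fits of only the groups compared weakened 16 of 25. In some leave-out fit, 25 of the 30 were weaker. Of 141 values of genes fixed as checks, 7 were stronger.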

Other observations

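The tests of splits of the aSyn, donor and acceptor comparisons, of carry-over, of handling before co-culture, of interferon-stimulated genes in sorting and of calls without experiment 4 were chosen only after the result was seen, and the other tests before.

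Same-numbered libraries were swapped between groups, which gives 8 splits of a comparison and 4 for donors against acceptors at 0 min. The others differ from the real one in which experiments are swapped. For aSyn-treated against untreated cells, without and with the replicate block, 1 of 8 splits, the real one, gave as many genes. Without the block, the only fit in which the other comparisons were split, the same was found for donors at 300 min against aSyn-treated cells, acceptors at 30, 60 and 150 min, and donors against acceptors at 15, 30, 60, 150 and 300 min. For donors against acceptors at 0 min it was 1 of 4. The remaining comparisons had 0 genes, so 8 of 8 splits gave as many. Without the block the other splits called 0 genes, except at most 2 for donors against acceptors at 60 min, and with the block at most 289 for aSyn-treated against untreated cells. With 8 or fewer splits the share cannot fall under 0.05 whatever the data, so this count alone cannot tell the comparisons apart from a grouping by chance.

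Acceptors scored above untreated cells in most experiments. The rise in each acceptor library was taken as a percent of the rise in aSyn-treated cells without co-culture. If donor RNA or cells were carried into sorted acceptors at those levels, this percent would be alike for all genes. The median over other genes exceeded that of Adgre5 in 19 of 22 libraries, with medians of 27.9% and 1.79%. Donors at 300 min had less Adgre5 (41.5 CPM) than aSyn-treated cells (81.1), so its percent is a weaker guide at that time. Adgre5 rose by at most 7.82% of the rise in aSyn-treated cells, so carry-over alone may not account for the scores. Adgre5 is a single gene, and a part of the score of about that percent cannot be told apart from carry-over. Labelling, mixing or sorting before co-culture is another candidate explanation, since acceptors at 0 min were already 0.48 above untreated cells. Later times were higher than 0 min in 12 of 14 comparisons, by 0.234 on average. The exceptions were at 300 min, in experiment 1 (0.765 against 0.983) and experiment 2 (-0.184 against -0.151), the only experiments with both times. The comparisons reuse the 0 min libraries of 3 experiments, so they are not independent. From 15 to 150 min the values go against a shift already complete at 0 min as the whole source, but at 300 min they do not. A response to labelling, mixing or sorting that takes time would also be higher later than at 0 min. What 0 min means in detail is not stated in the labels. The comparison therefore cannot decide whether labelling, mixing or sorting is the whole source. The part present at 0 min cannot be told apart from that explanation.

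All of the 118 genes lower in aSyn-treated than in untreated cells (100%) were also lower in donors than in acceptors at 15 min, against 53.1% of other genes. Their median was -0.57 in the sorted cells and -1.01 in the cells without co-culture. All 211 genes higher in aSyn-treated cells were also higher in donors, with medians of 0.85 and 1.14. Fewer cells of other types in treated dishes may account for part of the fall, and the fall cannot be told apart from that explanation. Astrocyte markers were lower in donors at 15 min in 16 of 24 comparisons, but several of these rest on very few counts. Gfap and Aqp4 had 0 counts in both populations of experiment 2, and Gfap had 0 against 1 in experiment 3. Slc1a3 was 2.54 against 7.84 CPM in donors and acceptors of experiment 4 but 1.97 against 0.52 in experiment 2. This tally therefore cannot decide whether astrocytes are a source, and they are not ruled out.

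Interferon-stimulated genes were lower in acceptors at 0 min than in untreated cells, with medians of -0.70, -1.25 and -1.34. In the same experiments aSyn-treated cells without co-culture differed from untreated cells by 0.60, -1.20 and 0.24, so in experiment 2 a fall of similar size was present there too. Whether untreated and aSyn-treated cells were sorted is not stated in the labels. If sorting were the source and aSyn-treated cells were not sorted, donors would show it. Their medians were below aSyn-treated cells in 3 of 3 experiments, with a mean difference of -0.0995, a smaller fall than in acceptors. In camera the donor median was -0.23 (adjusted p 0.0731), -0.37 with the replicate block (1.50e-04) and -0.10 without experiment 4 (0.448). The blocked median was larger in size than that of each experiment (-0.11, -0.16 and -0.02). If aSyn-treated cells were not sorted, the smaller fall in donors goes against a sorting effect shared by both populations as the source of most of the fall in acceptors. A smaller part cannot be told apart from sorting. If aSyn-treated cells were sorted, the donor difference says nothing about sorting.

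Adgre5 was higher in aSyn-treated cells and sorted donors. Reads of Ddx39 on the opposite strand could have been counted in it, but the log2 fold change of Ddx39 was 0.461 (edgeR adjusted p 0.322) against 4.75 for Adgre5, which goes against that explanation. Mir1668, a microRNA gene on the strand of Adgre5, was not tested. A response of cells exposed to aSyn is a hypothesis found and tested on the same data.

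Lcn2 in aSyn-treated cells ranged from 0.221 to 625.5 CPM over 4 experiments and in untreated cells from 0 to 1.21.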
